A study of Xenopus laevis with 8 samples.

How the data were processed

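Messenger RNA was sequenced from animal cap explants of Xenopus laevis, cut from the animal pole of blastulae and cultured until sibling embryos had reached stage 9, 10.5, 11.5 or 12.5. The titles of the samples begin with ExpA or ExpB, shortened here to the letters A and B. Each stage has 1 library of each letter, which gives 8 libraries in 4 groups of 2. Per the labels, libraries were made from poly-A selected RNA without strand information and sequenced as read pairs. The aligner, the counting program, the genome build and the gene annotation are not stated in the labels or in the headers, so no coordinates are given here. Because the counting did not use strand, as far as the library protocol in the labels shows, values of overlapping and antisense genes are uncertain, and so are those of closely similar copies, since how shared reads were assigned is not stated.

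The authors deposited a table of raw counts per gene for each library, with no normalization, and the values are whole numbers. Each table lists 51017 gene IDs, and 0 of these are blank or summary entries. The authors' table of symbols names 48349 of the IDs. The other 2668 IDs hold 1.71% of all counts and are printed by their ID. The authors also deposited a table for each pair of successive stages with a log2 fold change, its standard error, a p-value and an adjusted p-value, computed with DESeq2 per the labels. The design and the samples behind those tables are not stated. When DESeq2 1.42.0 was run here on the counts of the 4 libraries of each pair, by stage only and with its fold change prior switched on, the log2 fold changes differed from those of the authors' deposited tables by at most 6.2e-07, and the numbers of genes past the threshold were the same as theirs, at 13583, 180 and 692.

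The counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept with filterByExpr by stage, which left 28490 genes for testing. Libraries were scaled by TMM factors, which lay between 0.818 in stage 12.5 replicate A and 1.12 in stage 10.5 replicate B. Expression levels are CPM (counts scaled to a common total of 1e6) on the scaled library sizes, given as mean ± SD over the 2 libraries of a stage. Genes were tested with edgeR's quasi-likelihood F test (glmQLFit and glmQLFTest) in a model with stage as the only term, fitted to all 8 libraries, which leaves 4 residual degrees of freedom. P-values were adjusted by the method of Benjamini and Hochberg, and a gene was called at an adjusted p under 0.05. Standard errors of log2 fold changes were derived from the F statistic. The typical biological coefficient of variation was 0.362. The comparisons were each stage against the one before it, stage 12.5 against stage 9, and any difference among the 4 stages. Where all libraries of a stage held 3 counts or fewer, the fold change was computed against that floor as a lower bound. The floor corresponds to between 0.0604 CPM in stage 9 replicate B and 0.0980 CPM in stage 12.5 replicate A, and it covers counting error only.

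Because both letters occur at every stage, it was checked whether libraries of the same letter deviate together. The deviation of a library from its stage mean, taken across genes on the log2 CPM scale with a prior count of 2, correlated between libraries of the same letter at all 6 pairs of stages, with Pearson r from 0.374 to 0.597. The letters therefore pair the libraries in these data, although the labels do not state what a letter stands for. A second fit with the replicate letter as a block was planned, and its values are given beside a result where it changed a call or moved a count by over 1.5 times. With the block the coefficient of variation was 0.198, with 3 residual degrees of freedom. A chi-square comparison of the counts of both libraries of a stage gave between 32.1 and 63 per degree of freedom, so the libraries of a stage were not repeat deposits of each other. Pairs of libraries from different stages were not compared in this way.

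Lists of genes were written from general knowledge of Xenopus development before the data were examined. The 10 lists hold 164 symbols, of which 146 occur in the authors' table of symbols, and both homeologs of a symbol count as members. They cover maternal and oocyte transcripts, blastula competence factors, non-neural ectoderm and epidermis, multiciliated cells, ionocytes, secretory cells, Notch ligands with receptors and modulators, Hes, Hey and Nrarp genes, mesoderm with endoderm, and neural genes. Each list with at least 5 tested members was tested at each step with fry, a rotation test of whether a set changed at all. The 30 directional p-values were adjusted together. Homeologs are the copies of a gene on the L and S subgenomes of this allotetraploid frog. Pairs whose symbols differ only in the ending .L or .S, with both copies tested, were compared through log2 of the ratio of L to S CPM, each with 1 CPM added, with limma (trend) over the 4 stages.

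The genes named in the report follow a rule fixed before the data were examined: both homeologs of the first symbol of each list that the files hold, the called member of each list with the largest rise and the one with the largest fall, and for each step the 3 largest rises and 3 largest falls among called genes with at least 10 CPM in the higher stage and the same direction in A and B. Since no gene was called at the later steps without the block, the same rule was applied there to the blocked fit, a choice made after the values were seen.

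The alternatives were other scaling (DESeq2 size factors in edgeR, or library size alone), other filters (every gene with at least 1 count, or at least 10 counts in every library), the replicate block, DESeq2 by stage, only the 4 libraries of the stages compared, a change of at least 1 on the log2 scale, camera with an estimated correlation for the lists, other settings for the homeolog ratio (0.1 CPM added, or a mean of at least 10 CPM), and leaving out each library in turn. DESeq2 with the replicate block, and DESeq2 with its fold change prior on 4 libraries, were added after seeing the data.

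The procedure was tested on simulated counts for the 28490 genes, drawn with the measured means and library sizes and with 200 genes changed between stage 10.5 and stage 11.5. With the spread of the fit by stage and no difference between letters, 105 of the 200 changed genes and 4 of the 28290 unchanged genes were called. With the measured differences between letters added, the fit by stage called 93 of the 200 changed genes and the fit with the block 146, with 0 and 19 of the 28290 unchanged genes. In that simulation 2.99% of the 67 genes changed by 1 on the log2 scale were called by stage alone and 37.3% with the block. A list of 25 genes raised by 1 on the log2 scale had an adjusted fry p of 1.1e-04, and 0 of the other lists (725 genes) were called. The homeolog test called 199 of 200 pairs whose L copy rose by 2 on the log2 scale, and 11 of 4584 unchanged ones. This simulation used the smaller spread of the fit with the block and no difference between letters. The changed pairs were drawn from those above a minimum CPM in both copies. The simulated power and error therefore need not hold for the measured pairs, which carry letter differences and were tested by stage.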

Results

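The study followed gene expression in unmanipulated animal cap explants over the period in which the mucociliary epidermis is patterned. Animal caps are the pluripotent ectoderm of the blastula and develop in culture, without further treatment, into an epidermis with multiciliated cells, ionocytes and secretory cells. Explants were collected at stage 9 (late blastula), stage 10.5 (early gastrula), stage 11.5 and stage 12.5 (late gastrula), with 2 libraries per stage, A and B. The total counts were 43914736 in A and 45511790 in B at stage 9, 33170889 and 35586229 at stage 10.5, 38340337 and 34106665 at stage 11.5, and 37446022 and 42615766 at stage 12.5. The number of gene IDs with at least 1 count lay between 31147 in stage 9 replicate A and 36804 in stage 10.5 replicate B. The most abundant gene held between 0.207% of the counts in stage 9 replicate A and 1.14% in stage 12.5 replicate A, except in stage 11.5 replicate B, where smad4.1.S alone held 3.05%. The same gene was the most abundant in stage 9 replicate A.

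Replicates were compared first. Spearman's rho across genes, which are not independent replicates, was between 0.963 and 0.968 for the 4 pairs of libraries of the same stage. It ranged from 0.775 to 0.983 for libraries of the same letter at different stages. The first principal component of log2 CPM held 72.2% of the variance and ordered the stages, with the stage 9 libraries at 262 and 254 and the stage 12.5 libraries at -131 and -135. The second component held 12.2% and separated all 4 A libraries, from -70.2 to -55.4, from all 4 B libraries, from 53.0 to 72.5.

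**Figure D1:**
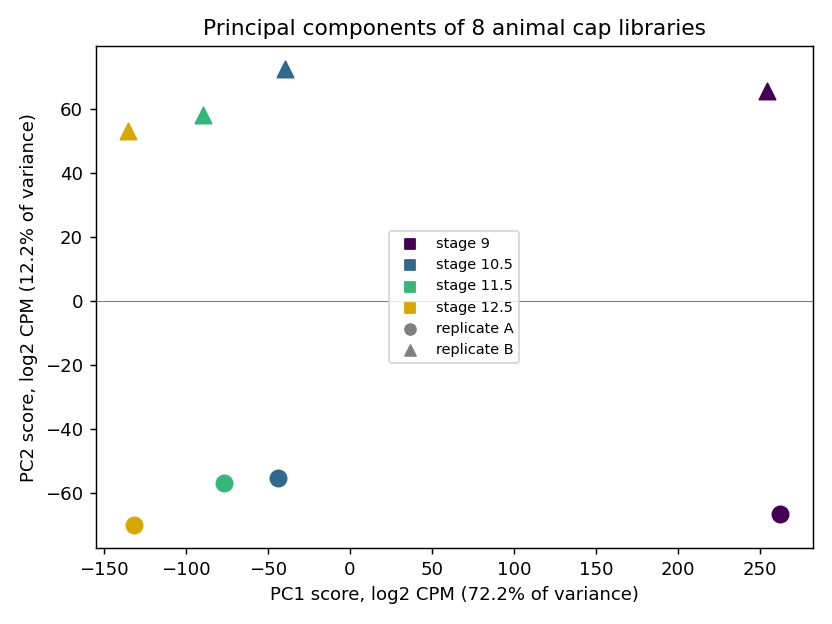
Scores of the 8 libraries on the first and second principal components of log2 CPM, with stage as colour and replicate letter as symbol. The stage 9 libraries stand apart at 262 and 254 on the first component, and the second component places the A libraries below 0 and the B libraries above 0.

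The comparison of stage 10.5 with stage 9 asked how expression changed as the explants entered gastrula stages. Of 28490 genes tested, 13757 (48.3%) were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7114 higher and 6643 lower at stage 10.5. Requiring a change of at least 1 on the log2 scale left 10982 of them, while the replicate block gave 16642 and DESeq2 with the block, added after seeing the data, 16719. Ordered by fitted log2 fold change, the 3 largest rises started from at most 3 counts at stage 9, where the fitted value depends on the prior count and only a lower bound can be given. The gene trpv5.L (gene585) had 0 counts in both stage 9 libraries and 12.7 ± 1.02 CPM (SD, n = 2) at stage 10.5, at least 202-fold higher. LOC108719253 (gene36149) was at least 323-fold higher at 20.3 ± 8.44 CPM, and dlx3.L (gene7347) at least 444-fold higher at 27.8 ± 4.44 CPM. With such genes placed at their bound, an order chosen after the values were seen, the 3 largest rises were those of ventx1.2.L (log2 fold change 9.20 ± 0.42 (SE)), cep19.L (8.92 ± 1.05) and elovl3.L (8.80 ± 0.42). The largest falls were in btg3.S (gene15537), from 72.8 ± 26.2 to 0.859 ± 0.362 CPM, LOC108700079 (gene42232), from 29 ± 0.955 to 0.482 ± 0.100 CPM, and LOC108705579 (gene341), from 197 ± 23.2 to 3.68 ± 0.192 CPM. Their log2 fold changes were -6.41 ± 0.53 (SE), -5.90 ± 0.71 and -5.74 ± 0.36, and the adjusted p-values of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 1.0e-04, 4.9e-04 and 4.4e-05. All 6 genes named by the fitted order changed in the same direction in A and in B.

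Between stage 10.5 and stage 11.5 no gene was called by stage alone. The count was 0 of 28490, with 2131 genes (7.48%) at an unadjusted p under 0.05 and a smallest adjusted p of 0.249 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between stage 11.5 and stage 12.5 the count was also 0, with 4246 genes (14.9%) at an unadjusted p under 0.05 and a smallest adjusted p of 0.0889 in the same edgeR test. With the replicate block, 21 genes were called at the former step, 14 higher and 7 lower, and 1306 at the latter, 630 higher and 676 lower. The authors' deposited tables hold 13583 genes with an adjusted p-value under 0.05 at the first step (6655 higher, 6928 lower), 180 at the second (123 higher, 57 lower) and 692 at the third (499 higher, 193 lower). The log2 fold changes of the authors' deposited tables and of the edgeR fit by stage had a Spearman rho across genes of 0.994, 0.934 and 0.948 at the 3 steps. The Pearson r was lower, at 0.963, 0.734 and 0.775. Of the genes called in the authors' deposited tables, 13439, 18 and 523 were also called with the replicate block. Of the 1306 genes called with the block between stages 11.5 and 12.5, 1105 had also been called by stage alone between stages 9 and 10.5, 1020 of them in the same direction and 85 in the opposite one.

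**Figure D2:**
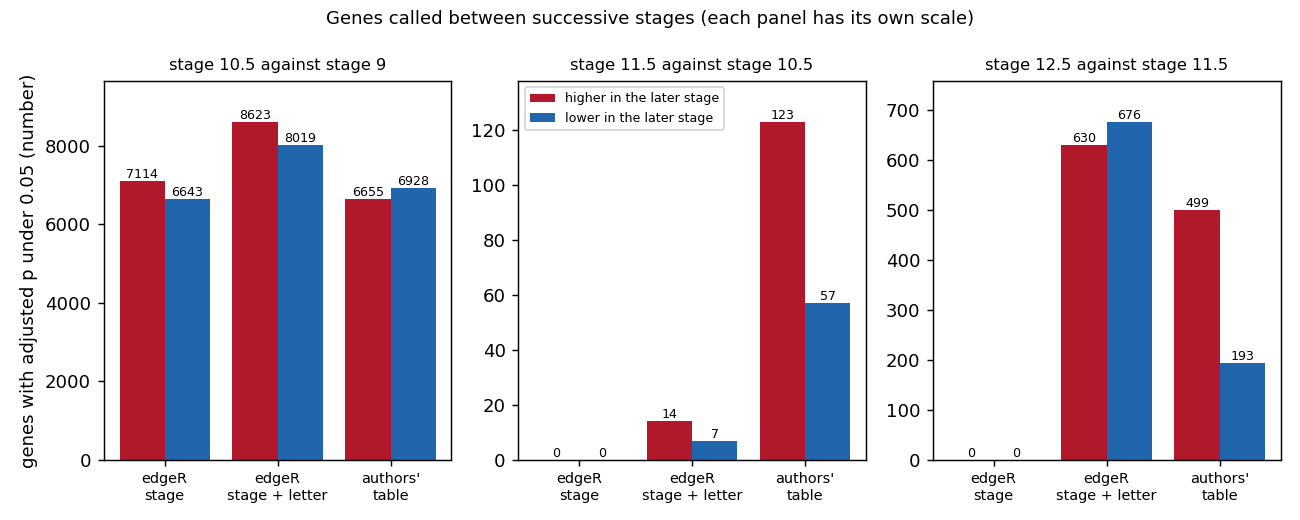
Number of genes with an adjusted p under 0.05 at each of the 3 successive steps, higher (red) or lower (blue) in the later stage, for edgeR by stage, edgeR with the replicate letter as a block, and the authors' deposited table; each panel has its own scale, starting at 0. By stage alone edgeR called 13757 genes at the first step and 0 at both later steps.

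The genes named from the blocked fit at the later steps were chosen after the values were seen. From stage 10.5 to stage 11.5 the largest rises were in LOC108696889 (gene45777), from 16.2 ± 5.94 to 134 ± 43.0 CPM (SD, n = 2), LOC108696890 (gene37925), from 36.2 ± 16.6 to 134 ± 14.2 CPM, and LOC108714013 (gene50805), from 5.36 ± 0.433 to 20.4 ± 1.89 CPM. The largest falls were in gene15843, from 89.6 ± 25.6 to 19.9 ± 2.01 CPM, sh2d3c.L (gene3181), from 21.0 ± 0.971 to 6.27 ± 0.371 CPM, and zfp36l2.2.L (gene38916), from 12.9 ± 4.16 to 4.84 ± 0.623 CPM. Adjusted p-values of these 6 genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment lay between 0.0358 and 0.0493 with the block and between 0.249 and 0.523 without it. From stage 11.5 to stage 12.5 the largest rises were in LOC108701830 (gene41295), from 2.59 ± 0.474 to 54.5 ± 48.4 CPM, otog.L (gene42537), from 15.4 ± 3.55 to 196 ± 83.8 CPM, and ppl.S (gene5211), from 1.36 ± 0.278 to 15.5 ± 5.03 CPM. The largest falls were in pou5f3.3.S (gene5609), from 39.8 ± 24.6 to 8.29 ± 0.107 CPM, pou5f3.3.L (gene34843), from 78.3 ± 43.8 to 17 ± 0.271 CPM, and foxh1.2.L (gene47240), from 36.2 ± 1.70 to 8.84 ± 4.73 CPM. Without stage 11.5 replicate A the log2 fold change by stage of pou5f3.3.S moved from -2.26 to -1.43. Adjusted p-values of these 6 genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment lay between 0.0146 and 0.0230 with the block and between 0.0960 and 0.142 without it.

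Over the whole course, stage 12.5 against stage 9, 17328 genes (60.8%) were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 9096 higher and 8232 lower. Scaling by library size alone gave 17074 genes, of which 44.1% were higher, compared with 52.5% under TMM. The test for any difference among the 4 stages called 14948 genes (52.5%), and 18380 with the replicate block. The log2 fold changes of the first and the last step, which share no library, had a Pearson r of 0.260 and a Spearman rho of 0.342 across genes. Of the 13757 genes called at the first step, 71.7% had the same sign at the last.

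The gene lists asked whether transcripts of a given kind moved together. At the first step 7 of the 10 lists passed an adjusted directional fry p of 0.05, and all 7 failed it under camera with an estimated correlation. Camera asks a different question, whether a list changed more than the other genes, and 48.3% of all tested genes were called at this step. The median log2 fold change of maternal and oocyte transcripts was -1.47, with 20 of 26 tested genes lower (adjusted fry p 0.0091). The median was 2.47 for blastula competence factors (14 of 24 higher, 0.0022), 3.4 for non-neural ectoderm and epidermis (26 of 29 higher, 0.0022), and 0.92 for neural genes (16 of 19 higher, 0.0022). It was 1.96 for ionocyte genes (14 of 19 higher, 0.019), where the blocked fit gave 1.91 and an adjusted fry p of 0.061. It was 2.61 for secretory cell genes (10 of 12 higher, 0.0085), or 1.81 with the gene at the floor set to its bound, and 0.39 for Notch ligands, receptors and modulators (16 of 27 higher, 0.023). The lists of multiciliated cell genes (median 0.95, 0.074), Hes, Hey and Nrarp genes (median -0.30, 0.16) and mesoderm and endoderm (median 0.74, 0.18) did not pass. Several of these medians depended on a single library in the fit by stage, which does not pair the letters. Without stage 10.5 replicate B the mesoderm and endoderm median was -0.39, and without stage 9 replicate B the Hes, Hey and Nrarp median was 0.023, the multiciliated cell median 1.51 and the neural median 1.4. Without stage 10.5 replicate A the Notch median was 0.25. The multiciliated cell list passed under scaling by library size alone (adjusted fry p 0.037), without stage 12.5 replicate A (0.038) and without stage 12.5 replicate B (0.028), and the Notch list did not pass without stage 11.5 replicate A (0.073) or without stage 11.5 replicate B (0.080).

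Single members were also counted at the first step with edgeR's quasi-likelihood test. Adjusted over all genes tested, 14 blastula competence factors were higher and 7 lower, and 21 were called when adjusted over the list alone. Non-neural ectoderm and epidermis had 23 higher and 1 lower (25 adjusted over the list alone), and maternal and oocyte transcripts had 3 higher and 16 lower (19 adjusted over the list alone). Notch ligands, receptors and modulators had 10 higher and 8 lower (19 adjusted over the list alone), Hes, Hey and Nrarp genes 7 higher and 4 lower (11 adjusted over the list alone), and multiciliated cell genes 9 higher and 2 lower (12 adjusted over the list alone). Ionocyte genes had 9 higher and 3 lower (12 adjusted over the list alone), secretory cell genes 7 higher and 0 lower (7 adjusted over the list alone), neural genes 6 higher and 1 lower (6 adjusted over the list alone), and mesoderm and endoderm 3 higher and 1 lower (2 adjusted over the list alone). With the replicate block the neural list had 10 higher (11 adjusted over the list alone), mesoderm and endoderm 5 higher (5 adjusted over the list alone), Hes, Hey and Nrarp genes 9 lower and non-neural ectoderm and epidermis 2 lower.

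The called members with the largest fitted changes at the first step were as follows. Among blastula competence factors, ventx1.2.L (gene16381) rose from 0.166 ± 0.120 to 98.5 ± 4.74 CPM (SD, n = 2) and foxi2.S (gene6537) fell from 345 ± 29.1 to 10.3 ± 1.17 CPM. In the epidermal list dlx3.L rose most, as above, and grhl1.S (gene18890) fell from 258 ± 55.9 to 137 ± 19.6 CPM, before standing at 315 ± 47.9 CPM at stage 12.5. Among neural genes, elavl3.L (gene10786) rose from 0.768 ± 0.0522 to 68.7 ± 5.62 CPM and neurog2.S (gene3037) fell from 6.86 ± 0.674 to 1.94 ± 0.288 CPM. In the multiciliated cell list foxn4.L (gene17657) rose from 0.513 ± 0.0426 to 8.29 ± 0.0691 CPM and rfx3.L (gene11621) fell from 9.16 ± 1.53 to 2.40 ± 0.167 CPM. In the ionocyte list ca2.L (gene4819) was at least 11.5-fold higher than its 0 counts at stage 9, at only 0.723 ± 0.596 CPM, a bound below the log2 fold change of 5.17 of foxi1.S, and slc4a1.L (gene10349) fell from 41.6 ± 3.27 to 6.98 ± 1.95 CPM. Among Notch ligands, receptors and modulators, dlc.S_LOC108699846 (gene38862) was at least 50.7-fold higher at 3.18 ± 0.194 CPM, and jag1.S (gene2149) fell from 11.2 ± 3.11 to 3.13 ± 0.0218 CPM. In the Hes list hes6.2.L (gene9162) was at least 7.65-fold higher at 0.480 ± 0.110 CPM, a bound below the log2 fold change of 4.14 of hes5.10_hes3.1.S, and hes7.1.L (gene48729) fell from 97.9 ± 21.1 to 8.63 ± 4.85 CPM. In the secretory list itln1.L was at least 2.74-fold higher at 0.172 ± 0.172 CPM, a bound below the log2 fold change of 5.43 of agr2.S. At stage 10.5 itln1.L had 10 counts in A and 2 in B. The latter is within the floor of 3 counts, so the bound rested on replicate A. In the mesoderm and endoderm list chrd.L (gene41888) rose from 0.381 ± 0.141 to 7.25 ± 0.620 CPM and mix1.L (gene40654) fell from 1.99 ± 0.658 to 0.260 ± 0.201 CPM. Among maternal and oocyte transcripts gdf1.S (gene24522) was at least 5.61-fold higher at 0.352 ± 0.249 CPM. In the same list cpeb1.S (gene9917) fell from 219 ± 145 to 6.43 ± 1.42 CPM, and its level of 39.9 ± 50.1 CPM at stage 11.5 rested on replicate A, with 2809 counts against 149 in B.

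At both later steps 0 of the 10 lists passed an adjusted directional fry p of 0.05, by stage or with the block. Without regard to direction, fry by stage gave adjusted p-values from 1.1e-05 (neural) to 0.26 (ionocyte) at the second step. At the third they ran from 0.0013 (blastula competence) to 0.20 (ionocyte), so some lists passed that test at each step. At the second step 20 of 22 mesoderm and endoderm genes were lower (median -0.85). The median was -0.22 without stage 10.5 replicate B and -1.37 without stage 11.5 replicate B. The smallest adjusted directional fry p was 0.082 at the second step, for non-neural ectoderm and epidermis (median log2 fold change 0.46, 29 of 29 higher). At the third it was 0.061, for multiciliated cell genes (median 1.44, 17 of 20 higher) and for ionocyte genes (median 0.54, 16 of 19 higher). The epidermal list passed at the second step without either stage 12.5 library, with a median of 0.45 in each fit. The Hes, Hey and Nrarp list passed at the third step without stage 9 replicate A (median 0.83) or B (median 0.79). Without stage 12.5 replicate A the multiciliated median was 0.94. At the third step the median was -0.96 for maternal and oocyte transcripts (-0.50 without stage 11.5 replicate A), 0.59 for non-neural ectoderm and epidermis, 0.62 for secretory cell genes and 0.78 for Hes, Hey and Nrarp genes. It was 0.03 for Notch ligands, receptors and modulators and 0.01 for neural genes, and scaling by library size alone turned these to -0.15 and -0.13. That scaling moved the median of all genes at this step from 0.00 to -0.16, so both values include a common shift.

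**Figure D3:**
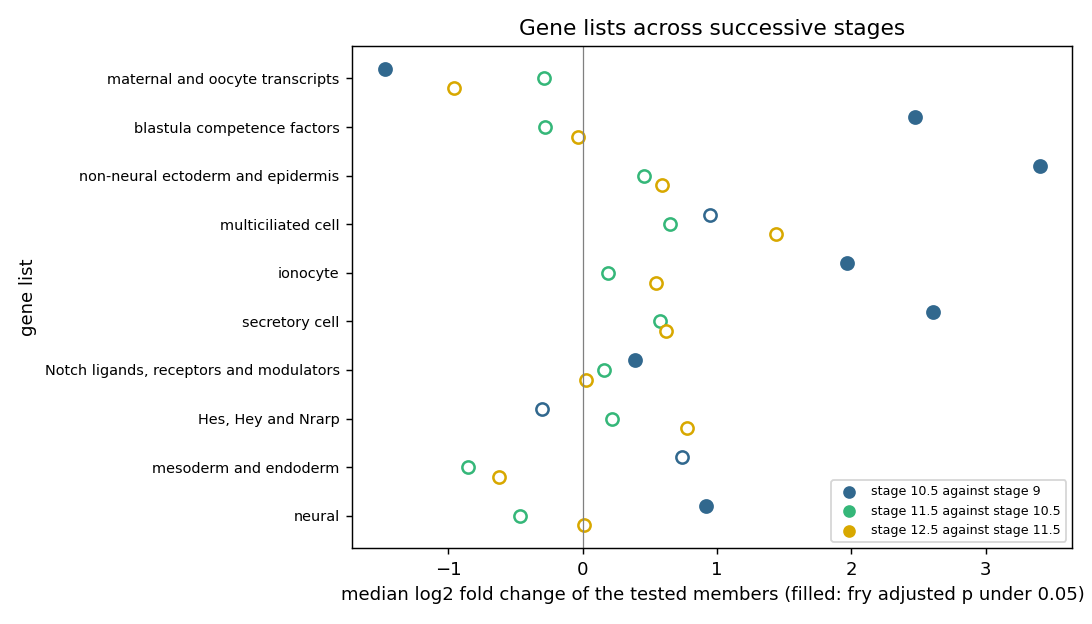
Median log2 fold change of the tested members of 10 gene lists at each successive step, with filled points for an adjusted directional fry p under 0.05. Filled points occur only at the first step, for 7 lists. The Notch and neural medians at the third step, 0.03 and 0.01, turned negative under scaling by library size alone. That scaling also moved the median of all genes at this step from 0.00 to -0.16.

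Single members passed the threshold at the third step with the replicate block. In the multiciliated cell list 9 of 20 genes were higher (11 adjusted over the list alone), namely mcidas.L_LOC108718385, mcidas.S, foxn4.L, foxn4.S, myb.L_LOC108716152, myb.S, ccno.S, cdc20b.L and foxj1.S. Their log2 fold changes in the blocked fit were between 1.30 and 3.17, with adjusted p-values from 0.017 to 0.047 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all were higher in A and in B. In the epidermal list 7 genes were higher (msx1.S, grhl3.L, krt8.L, krt8.S, grhl1.L, bmp4.S and dlx3.L; 14 adjusted over the list alone). In the secretory list 4 were higher (xbp1.L, agr2.S, itln1.L and otog.L; 6 adjusted over the list alone), in the Hes list 3 (hes5.8.L_hes5_X2.L, hes5.4.S_hes8.S and hes5.6.S_hes9-1.S; 7 adjusted over the list alone), and in the neural list 4 (ncam1.L, ncam1.S, otx2.L and otx2.S; 5 adjusted over the list alone). Lower were 6 maternal and oocyte transcripts (ccna1.L, ccna1.S, wee2.L, wee2.S, h1foo.L and mos.L; 13 adjusted over the list alone) and 4 blastula competence factors (foxi2.S, pou5f3.3.L, pou5f3.3.S and pou5f3.2.S; 7 adjusted over the list alone). The size of some of these values depended on a single library in the fit by stage, which does not pair the letters. Without stage 12.5 replicate A the log2 fold change by stage moved from 2.62 to 1.69 for foxn4.S, from 1.90 to 1.1 for ccno.S, from 1.55 to 0.87 for myb.L_LOC108716152, from 0.83 to 0.31 for krt8.L and from 0.96 to 0.43 for krt8.S. It also moved from 1.95 to 1.29 for agr2.S, from 2.77 to 1.62 for otx2.L, from 2.86 to 1.49 for otx2.S and from -1.48 to -0.93 for ccna1.S. Without stage 12.5 replicate B it moved from 1.75 to 0.67 for hes5.8.L_hes5_X2.L and to -2.44 for ccna1.S. Without stage 11.5 replicate A it moved from -1.63 to -1.06 for ccna1.L and from -2.26 to -1.43 for pou5f3.3.S, and without stage 11.5 replicate B to 2.68 for hes5.8.L_hes5_X2.L. The moves of hes5.8.L_hes5_X2.L mix its level difference between letters with the stage change. Within letters its log2 fold change was 1.58 in A and 1.78 in B, so its rise did not rest on a single library. That of ccna1.S was -2.31 in A and -1.04 in B. By stage alone 0 members of any list were called at this step, and adjusted over the list alone the counts by stage were 11 for multiciliated cell genes, 6 for maternal and oocyte transcripts, 4 each for blastula competence factors, secretory cell genes and neural genes, 3 for the Hes list and 2 for the epidermal list.

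The first symbol of each list was followed over the whole course. The maternal linker histone gene h1foo.L (gene5019) fell from 272 ± 48.7 CPM (SD, n = 2) at stage 9 to 63.2 ± 4.66, 36.1 ± 8.18 and 19.8 ± 1.03 CPM at stages 10.5, 11.5 and 12.5. Its homeolog h1foo.S (gene12214) went from 476 ± 5.39 to 316 ± 12 CPM. The log2 fold changes of the homeologs over the course were -3.78 ± 0.22 (SE) and -0.59 ± 0.13, with adjusted p-values of 1.3e-05 and 0.0050 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The gene pou5f3.2.L (gene94) rose from 293 ± 68.9 to 1972 ± 228 CPM at stage 10.5 and stood at 1219 ± 284 CPM at stage 12.5. Its homeolog pou5f3.2.S (gene9523) rose from 176 ± 18.9 to 808 ± 33.9 CPM and returned to 234 ± 28.9 CPM. Its change over the whole course had an adjusted p of 0.051 by stage and 0.027 with the block (edgeR quasi-likelihood, Benjamini-Hochberg).

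The regulator of multiciliogenesis mcidas.L_LOC108718385 (gene2402) rose from 0.451 ± 0.0119 CPM at stage 9 to 2.97 ± 1.17, 12.8 ± 7.87 and 86.1 ± 34.8 CPM, while mcidas.S (gene49198) went from 2.23 ± 1.25 CPM to 0.647 ± 0.205, 4.92 ± 3.09 and 48.5 ± 24.5 CPM. From stage 9 to stage 10.5 the log2 fold change of mcidas.S was -1.79 with an adjusted p of 0.056 by stage, and -1.75 with 0.044 with the block (edgeR quasi-likelihood, Benjamini-Hochberg), opposite to the rise of mcidas.L_LOC108718385. The ionocyte factor foxi1.L (gene3019) rose from 6.59 ± 6.70 to 272 ± 109 CPM and foxi1.S (gene19800) from 0.808 ± 0.630 to 84.1 ± 20.6 CPM. The Notch ligand dll1.L (gene41082) rose from 6.95 ± 1.08 to 83.1 ± 15.3 CPM and dll1.S_LOC108717842 (gene39168) from 4.26 ± 0.0399 to 110 ± 44.1 CPM. The neural adhesion gene ncam1.L (gene41936) rose from 0.738 ± 0.0385 to 28.1 ± 5.32 CPM and ncam1.S (gene35287) from 2.15 ± 0.622 to 8.67 ± 2.39 CPM. All 8 of these changes from stage 9 to stage 12.5 were called, with adjusted p-values between 9.4e-06 and 0.0017 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all were in the same direction in A and in B. The secretory gene itln1.L (gene16436) had 0 counts at stage 9 and 4.98 ± 0.629 CPM at stage 12.5, at least 79.4-fold higher, while itln1.S (gene12359) reached only 0.617 ± 0.410 CPM (adjusted p 0.10 by stage and 0.016 with the block in the edgeR test).

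Some first symbols did not change beyond the spread between replicates, or did so only in part. The gene hes1.S (gene9548) was called at stage 12.5 against stage 9 (log2 fold change 1.26 ± 0.45 (SE), adjusted p 0.043, edgeR quasi-likelihood with Benjamini-Hochberg), and scaling by library size alone gave 0.92 with an adjusted p of 0.099. Without stage 9 replicate B its log2 fold change was 2.13, and without stage 9 replicate A 0.67. Its homeolog hes1.L (gene15077) had an adjusted p of 0.062 by stage and 0.026 with the block in the same edgeR test. The mesoderm genes t.L (gene15162) and t.S (gene6531) were not called (adjusted p 0.64 and 0.83, edgeR quasi-likelihood), and their levels differed widely between letters, for example 1026 counts of t.S in B and 173 in A at stage 10.5. The epidermal gene listed as tp63.S_LOC399036 (gene44840) was not called (adjusted p 0.82, edgeR quasi-likelihood), at 3.48 ± 3.70 CPM at stage 9 and 2.99 ± 0.486 CPM at stage 12.5. The stage 9 mean rested on replicate A, with 292 counts against 43 in B, and without it the log2 fold change moved from -0.22 to 1.75. Its homeolog tp63.L (gene1736) did not pass the filter, with 60 counts in stage 9 replicate A and at most 6 in any other library. Both entries hold few counts, and whether other IDs hold reads of tp63 was not analysed here.

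**Figure D4:**
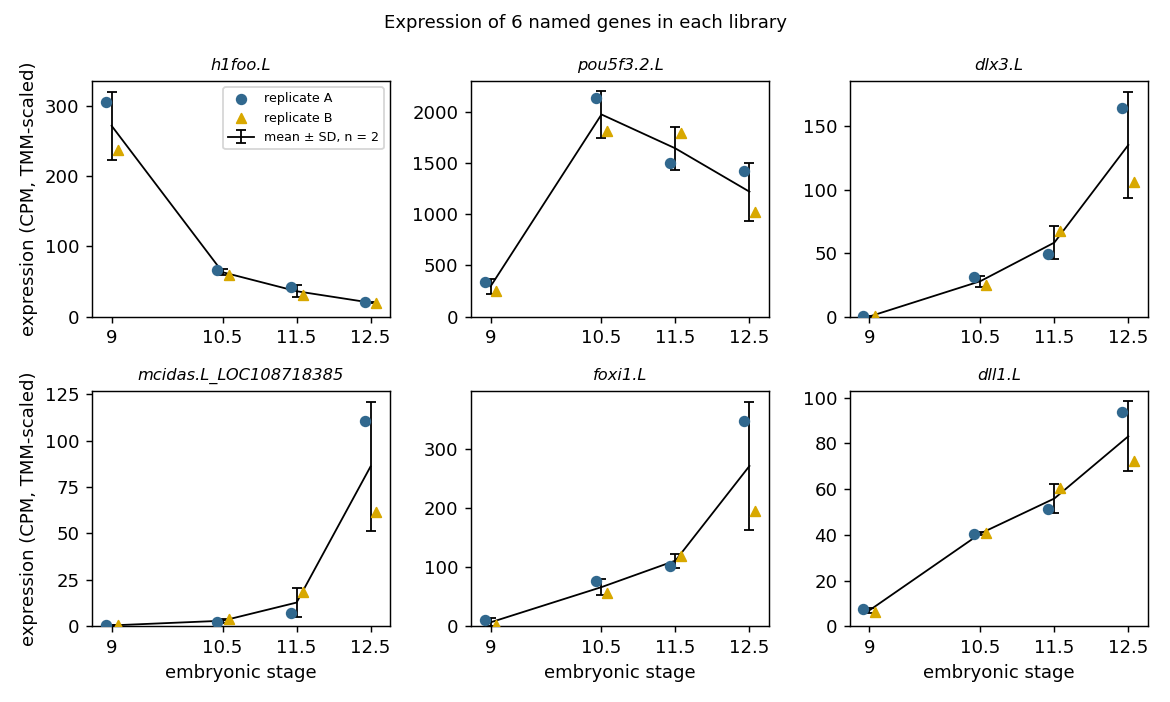
Expression of 6 genes in CPM on TMM-scaled library sizes at each stage, with a point for each library (A circles, B triangles) and a line through the mean with its SD (n = 2). The gene h1foo.L fell from 272 to 19.8 CPM, pou5f3.2.L peaked at 1972 CPM at stage 10.5, and the other 4 genes were highest at stage 12.5.

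Homeolog pairs were compared to see whether the L and S copies of a gene followed a common course. The log2 ratio of L to S changed among the stages in 2054 of 4783 pairs (42.9%) by limma with Benjamini-Hochberg adjustment, and in 2810 (58.8%) with the replicate block, the alternative that moved this count most. The median log2 ratio over all pairs was 0.06 at stage 9 and 0.13, 0.12 and 0.14 at the later stages. The log2 fold changes of L and S copies from stage 9 to stage 10.5 had a Pearson r of 0.601 and a Spearman rho of 0.635 across the 4783 pairs, which are not independent replicates. Both copies were called at that step in 1767 pairs, and in 139 of these they went in opposite directions. Examples from this set, chosen after their values were seen, were etaa1 and rgcc. The copy etaa1.L (gene6659) fell from 98.1 ± 4.95 to 11 ± 2.22 CPM (SD, n = 2) while etaa1.S (gene15728) rose from 3.79 ± 0.173 to 23.3 ± 2.05 CPM. The copy rgcc.L (gene5439) rose from 12.7 ± 1.67 to 129 ± 48.1 CPM while rgcc.S (gene5230) fell from 83.1 ± 5.81 to 12.1 ± 2.23 CPM. Ratios of near-identical copies depend on how shared reads were assigned, which is not stated.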

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

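The largest comparisons depended little on the processing. From stage 9 to stage 10.5 the count of 13757 genes stayed within 1.5 times its value under all alternatives run, from 10982 with a change of at least 1 on the log2 scale to 16719 under DESeq2 with the replicate block, and it was 12764 to 13653 across the 4 fits that each left out one library of another stage. Of the 13757 genes, 13748 were also called with the block. The count from stage 9 to stage 12.5 lay between 13412 (at least 10 counts in every library) and 19860 (DESeq2 with the block), the count for any stage between 12407 and 18964, and the number of homeolog pairs between 1799 (0.1 CPM added) and 2810 (the block).

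The counts at both later steps depended on the test. They were 0 under edgeR by stage with TMM, DESeq2 size factors, library size alone, at least 10 counts in every library, only the 4 libraries of the step, or any library of the other stages left out. The replicate block gave 21 and 1306 genes, and the filter that kept every gene with at least 1 count gave 41 and 605. DESeq2 by stage gave 150 and 1123. The alternatives added after seeing the data gave 1135 and 3297 (DESeq2 with the block) and 180 and 692 (DESeq2 with its fold change prior on 4 libraries). At the third step 72.1% of the calls were higher under the last of these and 48.2% with the block. Leaving out the filter moved the prior degrees of freedom of edgeR from 3.49 to 18. Of the 41 and 605 calls made without the filter, 17 and 546 were shared with the block. The genes themselves were not at the floor of detection, since 99.7% of the calls of both later steps passed the usual filter. Simulated counts with the measured letter differences gave unadjusted p-values under 0.05 for 1.25% of 28290 unchanged genes by stage alone and 4.82% with the block, so the test by stage was conservative there. The cause of the difference between edgeR and DESeq2 was not tested.

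Scaling by library size alone moved the median log2 fold change of all genes at the 3 steps from 0.11, 0.00 and 0.00 to 0.08, -0.14 and -0.16, and from 0.13 to -0.19 over the whole course. Under this scaling 1 list passed at the second step (neural) and 3 at the third (maternal, multiciliated, ionocyte), against 0 and 0 under TMM. These tests include the shift and were not made relative to it. The third-step medians of the Notch and neural lists turned to -0.15 and -0.13. The neural median was also -0.00022 without a filter and -0.0527 with the block, around 0.01, so its sign is undetermined. Camera with an estimated correlation passed 0 lists at the first step, against 7 with fry. These counts do not answer the same question, because camera compares a list with the other genes and fry does not. The gene tp63.S_LOC399036 turned to 0.0874 with the block and 0.134 under DESeq2 with the block, over the whole course. The cause of these changes was not tested.

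Leaving out each library in turn passed 6 to 8 lists at the first step and 0 to 1 at each later step. The list values that changed sign ranged at the first step from -0.62 to 0.0232 (Hes, Hey and Nrarp) and from -0.39 to 0.98 (mesoderm and endoderm). At the third step they ranged from -0.0919 to 0.19 (neural), from -0.27 to 0.16 (blastula competence) and from -0.0114 to 0.13 (Notch). Over the whole course the single genes that changed sign ranged from -2.42 to 0.65 (t.S) and from -1.07 to 1.75 (tp63.S_LOC399036). The gene t.L was at least 9.72-fold higher without stage 9 replicate A, which left 0 counts at stage 9. It was at least 3.09-fold lower without stage 12.5 replicate B, which left 2 counts at stage 12.5, and its log2 fold change was -0.0689 without stage 9 replicate B. The fitted values behind these bounds, 7.48 and -2.15, depend on the prior count and are no measure of size. Leaving out a library gives no count for the comparison of its own stage, nor for the tests over all stages and the homeolog ratio, because a stage would have 1 library.

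Among the other values of single genes, DESeq2 by stage carried 38 past the threshold, DESeq2 with the block 47 and DESeq2 size factors in edgeR 2, while library size alone took 1 (hes1.S) below it. Fits without 1 library moved 93 of these values and took 4 below the threshold, all for hes1.S. For the lists, library size alone carried 5 past the threshold, and fits without 1 library carried 6 past it, took 2 below it and moved 33.

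Besides the counts above, the block carried 49 values of named genes past the threshold, of which pou5f3.2.S, itln1.S and hes1.L over the whole course were named by the rule fixed before the data were examined and the others came from the blocked fit itself. It took the ionocyte list below the threshold at the first step and changed the call of no other list as a set. Among list members at the first step it raised the genes called, from 6 to 10 higher in the neural list, from 3 to 5 higher in mesoderm and endoderm, and from 4 to 9 lower in the Hes, Hey and Nrarp list. With 2 libraries per stage the spread of a single gene rests on few degrees of freedom, and the 14 counts or fewer behind genes such as itln1.S at stages 9 and 10.5 limit its values to detection.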

Other observations

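All tests on the smad4.1.S excess, the test of levels at stage 10.5 for genes high in stage 9 replicate B, and the homeolog test for letter differences under 8-fold were chosen after the result, or one close to it, was seen. The other tests were written before their results were known, but the reading of the list tests for stage 9 replicate B was changed to undecided once the same lists had been seen at the other stages.

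Replicate letters A and B differed in more than the spread within letters. With the block, 2610 of 28490 genes differed between letters over all stages (1373 higher in B, 1237 lower), 387 of them at least 8-fold and 93 at least 64-fold. Swapping letters within stages gives 8 splits of the libraries, and 1 of these, the real one, gave as many genes, while the others gave 0. This design cannot give a share under 0.125. Examples chosen after their values were seen are prpf31.L, between 0.215 and 0.543 CPM in the A libraries and between 46.5 and 94.4 CPM in the B libraries, and jak3.L, between 29.4 and 48.0 CPM in A and between 0.242 and 0.578 CPM in B. Several technical explanations are argued against as the whole cause. Library depth would affect genes near the floor, but 49.7% of the genes called had a mean of at least 10 CPM, against 44.1% of all tested genes. A difference in developmental timing of the same direction at all stages would make the letter difference follow the change from stage 10.5 to stage 12.5. Their Pearson r across genes was -0.030. The letter difference is fitted over all 4 stages together, so a difference in timing that changed direction between stages would cancel and is left open. A processing batch that acts on sequence or length would move both homeologs. Of the 387 genes that differed at least 8-fold, 56 had a tested homeolog. These 56 differed by a median of 4.11 on the log2 scale, and the other homeolog by a median of 0.34 in the same direction. For 842 genes under 8-fold, with a median of 0.72, the other homeolog differed by 0.12. A shared part is left open, since 67.9% of the former homeologs, with an upper quartile of 0.97, and 64.6% of the latter went the same way. A candidate explanation for the large differences is a sequence or copy number variant between the parents of A and B, which would touch mainly a single copy. Of the other homeologs, 10.7% were called in the same direction. This share cannot decide, because few tested genes were called between letters at all, 2610 of 28490 in either direction. A variant in 1 copy alone would not account for the 67.9% of other homeologs that went the same way, called or not. Whether such a variant would change expression or only the assignment of reads was not tested. The labels do not spell out what ExpA and ExpB stand for. More mesoderm or endoderm cells in the explants of a letter cannot be told apart from other causes, because the list had an adjusted fry p of 0.599 (edgeR, limma; 22 genes, median 0.63 higher in B). No biological explanation was tested through the groups of the design, since both letters occur at every stage.

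The gene smad4.1.S took 1039346 counts in stage 11.5 replicate B, and 109744 counts in replicate A of the same stage. In this paragraph and the next, CPM are taken on total counts without TMM scaling. The gene was abundant in the other libraries too, from 1206 CPM in stage 9 replicate B to 3583 CPM in stage 12.5 replicate A. In stage 11.5 replicate B its CPM was 8.50 times that of the next highest library, or 7.07 times on TMM-scaled library sizes. Reads shared with the homeolog smad4.1.L are argued against, because the highest count of smad4.1.L in any library was 7488, against an excess of 917130, and its CPM in this library was 1.21 times that of replicate A. RNA from other cells or another library would bring other genes along, but only 1 other gene (LOC108710739) was at least 5-fold above every other library at 10 CPM or more. A single contaminating molecule, such as an amplicon or a plasmid, may be the source, and it cannot be told apart from a real rise of this transcript, because counts per gene hold no read positions. The test behind this statement is the 8.50-fold excess alone. No biological explanation was tested.

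In stage 9 replicate B, 17 genes stood at least 5-fold above every other library at 10 CPM or more, against 6 in stage 9 replicate A and 0 to 2 in the other 6 libraries. On TMM-scaled library sizes there were 14 such genes, 13 of them among the 17, against 5 in stage 9 replicate A and 0 to 3 in the others. The 17 include socs3.L (43.1 CPM against 0.410 in A), rgs4.S (167 against 0.319), stk32a.S (22.8 against 0.0455), fosl1.L (40.4 against 6.76) and gsc.S (14.0 against 0.820). A candidate explanation is a difference between the eggs of A and B in maternal transcripts. Of the 17 genes, 15 were also at least 2-fold higher in B than in A at stage 10.5. The exceptions were fosl1.L and socs3. Any lasting difference between letters would also leave B higher there, so this does not single out maternal transcripts. The gene rgs4.S went from 167 to 26.4, 11.8 and 6.90 CPM in the B libraries. A fall of at least 5-fold after stage 9 was fixed by the selection, so it is no sign of decay. An immediate-early response of the explants to handling was tested with a list of 32 other immediate-early genes, 53 of whose copies were tested. Their median log2 ratio of B to A at stage 9 was 0.20, at percentile 99.99 among 10000 random lists of like expression. Of the 53 copies, 36 were higher in B, and the ratios ran from -0.96 (cyr61.S) to 2.48 (gadd45g.L). The list was as extreme in the other direction at stages 11.5 and 12.5 (percentile 0.01 at each), so its position does not single out stage 9, and the response cannot be told apart from an ordinary difference between libraries. More mesoderm or endoderm cells in that library would raise that list, which lay at percentile 1.08 (median -0.32), but at stage 10.5 it lay at percentile 100 (median 1.01). The comparison is of single libraries, so this explanation also stays open.

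In 139 homeolog pairs the copies changed in opposite directions from stage 9 to stage 10.5, with L rising in 76 and S rising in 63. Reads moving between near-identical copies would leave the sum of both copies level. The sum changed at least 2-fold in 23.0% of these pairs (32), against 39.4% of all other pairs, and opposite changes lower that share by construction. For the pairs with a level sum, a shift in read assignment could not be told apart from an exchange of a maternal for a zygotic copy, because only counts per gene were used here.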
